# Role of complement C1q/C3-CR3 signaling in brain injury after experimental intracerebral hemorrhage and the effect of minocycline treatment

**DOI:** 10.3389/fimmu.2022.919444

**Published:** 2022-09-15

**Authors:** Yonghe Zheng, Linfeng Fan, Siqi Xia, Qiguo Yang, Zhihua Zhang, Huaijun Chen, Hanhai Zeng, Xiongjie Fu, Yucong Peng, Chaoran Xu, Kaibo Yu, Fuyi Liu, Shenglong Cao

**Keywords:** C1q, CR3, intracerebral hemorrhage, microglia, minocycline

## Abstract

**Aim:**

The complement cascade is activated and may play an important pathophysiologic role in brain injury after experimental intracerebral hemorrhage (ICH). However, the exact mechanism of specific complement components has not been well studied. This study determined the role of complement C1q/C3-CR3 signaling in brain injury after ICH in mice. The effect of minocycline on C1q/C3-CR3 signaling-induced brain damage was also examined.

**Methods:**

There were three parts to the study. First, the natural time course of C1q and CR3 expression was determined within 7 days after ICH. Second, mice had an ICH with CR3 agonists, LA-1 or vehicle. Behavioral score, neuronal cell death, hematoma volume, and oxidative stress response were assessed at 7 days after ICH. Third, the effect of minocycline on C1q/C3-CR3 signaling and brain damage was examined.

**Results:**

There were increased numbers of C1q-positive and CR3-positive cells after ICH. Almost all perihematomal C1q-positive and CR3-positive cells were microglia/macrophages. CR3 agonist LA-1 aggravated neurological dysfunction, neuronal cell death, and oxidative stress response on day 7 after ICH, as well as enhancing the expression of the CD163/HO-1 pathway and accelerating hematoma resolution. Minocycline treatment exerted neuroprotective effects on brain injury following ICH, partly due to the inhibition of C1q/C3-CR3 signaling, and that could be reversed by LA-1.

**Conclusions:**

The complement C1q/C3-CR3 signaling is upregulated after ICH. The activation of C1q/C3-CR3 signaling by LA-1 aggravates brain injury following ICH. The neuroprotection of minocycline, at least partly, is involved with the repression of the C1q/C3-CR3 signaling pathway.

## 1 Introduction

Intracerebral hemorrhage (ICH) is a severe form of stroke caused by the rupture of a blood vessel, which releases blood directly into the brain parenchyma (1). Extravasated blood initiates the coagulation cascade and a hematoma subsequently forms (2, 3). The size of the hematoma is an independent risk factor for early deterioration and long-term prognosis in ICH patients (4). The hematoma has the initial mass effect and subsequent injury response by releasing hemoglobin and degradation products. The hematoma resolution after ICH depends on the processes of hematoma lysis and hematoma clearance (5). Hematolysis after ICH results in the release of hemoglobin and degradation products, contributing to secondary brain injury. Microglia/infiltrating macrophages phagocytize erythrocytes and degradation products that contain potentially neurotoxic and pro-inflammatory components (5). Many studies have found that the complement system plays an important role in hematoma-mediated pathological processes after ICH.

Complement, as a significant part of the innate immune system, contributes to cytolysis and phagocytosis, which are related to hematoma resolution (6). Our previous study indicated that the terminal complex (C5b-9) of the complement cascade, also called the membrane attack complex (MAC), is capable of attaching to and perforating the erythrocyte membrane and further leading to hematoma lysis after ICH (7). Pharmacological and genetic inhibition of complement attenuated hematoma lysis and brain injury after ICH which further confirms the importance of complement components in hematoma lysis (8, 9). Complement-mediated phagocytosis is accomplished by specific recognition of bound complement components using the corresponding complement receptors on the phagocytes. C1q induces the generation of C3 convertase, which cleaves the complement C3 into C3a and C3b. C3b and its degradation product iC3b are deposited on the “tagged” structures and incorporated effectively by phagocytes, which express complement receptor 3 (CR3, also known as CD11b/CD18). The role of C1q/C3-CR3 signaling in microglial phagocytosis has been widely studied in the context of synaptic pruning, the clearance of myelin and amyloid β (Aβ), as well as the removal of several pathogens of the nervous system (10–12). In the process of hematoma clearance, the haptoglobin (Hp)-CD163-heme oxygenase-1(HO-1) is the major pathway of microglia/macrophage-mediated hematoma clearance. However, the role of complement C1q/C3-CR3 signaling in the pathophysiological process after ICH and its interaction with the CD163/HO-1 system remains unclear.

Minocycline, a broad-spectrum tetracycline, presents neuroprotective effects on post-ICH brain injury. The underlying multiple mechanisms include inhibition of microglia activation, the reduction of brain iron deposition, anti-neuroinflammation, and alleviation of blood–brain barrier disruption (13). Our team has demonstrated that minocycline reduces ICH-related perihematomal iron accumulation and brain injury in aged rats with a reliable and noninvasive MRI mapping method (14). Moreover, minocycline is proven to alleviate visceral hypersensitivity by inhibiting complement C1q/C3-CR3 signaling-mediated microglial synaptic remodeling in visceral pain (15). However, the effect of minocycline treatment on C1q/C3-CR3 signaling after ICH has not yet been fully explored.

Based on the evidence above, we determined the role of C1q/C3-CR3 signaling in brain injury and hematoma resolution after ICH. We then examined whether minocycline can attenuate ICH-brain injury by affecting C1q/C3-CR3 signaling.

## 2 Materials and methods

### 2.1 Animal preparation

All animal experiments were approved and supervised by the Institutional Ethics Committee of the Second Affiliated Hospital of Zhejiang University School of Medicine. Adult male C57BL mice (aged 8–10 weeks, weighing 22–25 g) were purchased from the SLAC Laboratory Animal Company Limited (Shanghai, China). The mice were raised in a temperature-controlled (25°C ± 1°C) and humidity-controlled (60 ± 5%) room under a 12-h light/dark cycle. Animals have free access to food and water under specific pathogen-free conditions.

### 2.2 ICH model

The autologous blood injection models of ICH were performed as previously described. Briefly, mice were anesthetized by an intraperitoneal injection of pentobarbital sodium (40 mg/kg, 1%). Autologous blood was acquired from the venous artery. The mice were placed on the stereotaxic frame and drilled a skull hole 2.5 mm right to the bregma at a 5° angle toward the midline. A 26-gauge syringe was inserted 3.5mm ventrally into the right basal ganglia. Approximately 30 μl of whole blood was injected at 3 ul/min by a micro-injection pump. Mice in the sham group received the same treatment, including needle insertion, but without blood injection.

### 2.3 RNA sequencing analysis

Our group previously used RNA sequencing analysis to compare the expression levels of all transcripts between ICH and sham (16). Based on the results of RNA sequencing, we investigated the difference in the transcription of complement components between ICH and sham. Furthermore, we calculated the relative transcriptive level of complement-related genes between ICH and sham *via* ssGESA. The accession number of the RNA sequence data is GSE206971 (GEO).

### 2.4 Clinical data collection

We included 60 ICH patients admitted to the Second Affiliated Hospital of Zhejiang University (Hangzhou, China) from January 2018 to January 2022 in our retrospective observational study, in which ICH patients were divided into a <30 ml group (n = 30) and a ≥30 ml group (n = 30) based on hematoma volume. Sixty healthy people on physical examination during the same period were included as a sham group. The inclusion criteria of ICH patients were as follows: Patients confirmed with ICH in basal ganglia based on CT, patients admitted to the hospital within 24 h after the onset of ICH, patients who had not recently used any immune preparations or anti-inflammatory drugs. The exclusion criteria from the study were as follows: Patients with ICH in other brain areas, patients accompanied by infection, patients with other organ inflammation, patients comorbid with a malignant cancer, cardio-pulmonary failure, or hepatic or kidney function obstacle, and patients suffering from traumatic intracerebral hemorrhage or subarachnoid hemorrhage. In general clinic data, the age of the sham group was 61.1 ± 8.97 (ranging from 50 to 95), with 13 females and 47 males. The age of the ICH group was 63.15 ± 9.84 (ranging from 50 to 89), with 14 females and 46 males. There is no significant difference between age and sex (P >0.05). The levels of complement C1q and C3 in the serum of ICH patients and healthy people were collected. The informed consent in our study (the ethic number: I2019001510) was approved by the Ethics Committee of the Second Affiliated Hospital of Zhejiang University.

### 2.5 Study design

There are three independent parts in this study, and each experiment is repeated three times to obtain reliable data. The experimental group is shown in **Supplementary Figure 1**, and the experimental design is shown in **Supplementary Figure 2**.

#### 2.5.1 Experiment 1

Mice were randomly divided into the following four groups to investigate the expression pattern and distribution of C1q and CR3 expression after ICH: sham, ICH1d, ICH3d, ICH7d, and ICH14d. Immunofluorescence staining for the time course of C1q and CR3 expression was performed in the sham, ICH1d, ICH3d, ICH7d, and ICH14d groups. Additionally, cellular locations of C1q and CR3 in the samples from ICH were analyzed by double immunofluorescence staining.

#### 2.5.2 Experiment 2

Mice were randomly assigned into the following three groups to study the role of CR3 after ICH: sham, ICH+ vehicle1, and ICH+ Leukadherin-1(LA-1) groups. The ICH+ vehicle1 group was treated with the vehicle used for LA-1 after ICH. The ICH+ LA-1 group was treated with LA-1 after ICH for 7 days. The neurological scores were estimated in each group at ICH1, 3, 7, and 14 days after ICH. At 7 days after ICH conduction, Fluoro-Jade C (FJC) staining, DHE staining, immunofluorescence, and Western blotting were performed. To evaluate hematoma resolution, hematoma volume was measured in the ICH+ vehicle1 and ICH+ LA-1 groups.

#### 2.5.3 Experiment 3

The effects of minocycline on C1q/C3-CR3 signaling and brain damage were investigated. Mice were randomly divided into the following three groups: sham, ICH+ vehicle2, and ICH+ Minocycline (Mino) groups. The ICH+ vehicle2 group was treated with the vehicle used for Mino after ICH. The ICH+ Mino group was treated with minocycline after ICH for 7 days. The neurological scores were evaluated in each group at ICH1, 3, 7, and 14 days after ICH. Fluoro-Jade C staining, DHE staining, immunofluorescence, and Western blotting were performed 7 days after ICH conduction. Furthermore, hematoma volume was evaluated in the ICH+ vehicle2 and ICH+ Mino groups. Additionally, mice were randomly assigned to the ICH+ vehicle3, ICH+ Mino+ vehicle1, and ICH+ Mino+ LA-1 groups. The ICH+ vehicle3 group was treated with the vehicle used for LA-1 and the vehicle used for Mino after ICH. The ICH+ Mino+ vehicle1 group was treated with Mino and the vehicle used for LA-1 after ICH for 7 days. The ICH+ Mino+ LA-1 group was treated with Mino and LA-1 after ICH for 7 days. The neurological scores were estimated in each group at ICH1, 3, 7, and 14 days after ICH. Immunofluorescence and FJC staining were performed 7 days after ICH conduction.

### 2.6 Drug administration

Leukadherin-1 (S8306, Selleck, China) was dissolved in 2% DMSO as described previously (17). The minocycline (from Maokang Biotechnology Co., Ltd., Shanghai) was dissolved in PBS. The ICH+ Leukadherin-1 (ICH+ LA-1) group received Leukadherin-1 2 mg/kg intraperitoneally after ICH followed by administration once daily for 7 days. The ICH+ vehicle1 group was injected with an equal volume of 2% DMSO for 7 days. The ICH+ Minocycline (ICH+ Mino) group is treated with minocycline (50 mg/kg) *via* oral gavage after ICH, followed by daily gavage until sacrifice. The ICH+ vehicle2 group was administered the same volume of PBS for 7 days. The ICH+ Minocycline+ Leukadherin-1(ICH+Mino+LA-1) group was administered with 2 mg/kg Leukadherin-1 intraperitoneally and 50 mg/kg minocycline orally after ICH, followed by administrations once daily for 7 days. The ICH+ Mino+ vehicle1 group was given 50 mg/kg minocycline orally and an equal volume of 2% DMSO followed by administration once daily for 7 days. The ICH+ vehicle3 group was given an equal volume of 2% DMSO and PBS for 7 days.

### 2.7 Behavioral tests

Neurobehavioral functions were estimated by three behavioral tests, including forelimb placing test, cylinder test, and corner turn test according to previous studies (18).

### 2.8 Immunofluorescence staining

Immunofluorescence staining was conducted as described previously (19). Coronal sections were washed with PBS and incubated with 5% BSA and 0.3% Triton X-100 for 1 h at room temperature. The brain slices were then incubated with primary antibodies overnight at 4 °C. The primary antibodies in our study were as follows: goat anti-Iba-1 antibody (1:500, ab5076, Abcam), mouse anti-NeuN antibody (1:500, ab104224, Abcam), mouse anti-GFAP antibody (1:500, ab10062, Abcam), rat anti-CR3/CD11b antibody antibody (1:300, ab8878, Abcam), mouse anti-C1q antibody (1:300, ab71940, Abcam), and rabbit anti-CD163 antibody (1:200, ab182422, Abcam). The brain slices were incubated with secondary antibodies at room temperature for 2 h. Finally, three random fields of vision were examined in each slice to acquire the average number of positive cells using a fluorescence microscope (Leica, Mannheim, Germany).

### 2.9 FJC staining

Neuronal damage was evaluated using FJC staining (Fluoro-Jade C Ready-to-Dilute Staining Kit, Biosensis, CA, USA) at 7 days after ICH according to the instructions of the manufacturer. Under ×200 magnification, FJC-positive cells were counted within the ipsilateral cerebral cortex and averaged from three random fields using a fluorescence microscope (Leica, Mannheim, Germany).

### 2.10 Detection of reactive oxygen species

To detect the level of ROS and cell types generating ROS after ICH, freshly prepared frozen brain sections (10 μm) were double-immunostained with dihydroethidium (DHE, 2 mM, Beyotime, China) and immunofluorescence. The primary antibodies in this experiment were as follows: anti-iba-1 antibody (1:500, ab10062, Abcam), anti-NeuN antibody (1:500, ab104224, Abcam), and anti-GFAP antibody (1:500, ab10062, Abcam). Images were examined using a fluorescence microscope (Leica, Mannheim, Germany) and evaluated with ImageJ software.

### 2.11 Western blotting

Western blotting was conducted as described previously (16). Briefly, perfusion of the brain tissue was conducted using 0.1 mM PBS after euthanasia, and basal ganglia was sampled. Proteins from the brain samples were homogenized using RIPA lysis buffer. The same amounts of protein (50 μg/10 μl) were loaded onto sodium dodecyl sulfate-polyacrylamide gels (SDS-PAGE). The proteins were electrophoresed and transferred to PVDF membranes. The membranes were blocked with non-fat dry milk buffer for 1 h and incubated with the primary antibodies at 4 °C overnight. The primary antibodies used in this study were as follows: rabbit anti-heme oxygenase 1 antibody (1:5,000, ab68477, Abcam) and mouse anti-beta actin antibody (1:10,000, 66009-1-lg, Proteintech). The membranes were then incubated with the horseradish-peroxidase-conjugated secondary antibody for 1 h at room temperature. Protein bands were visualized using the Immobilon ECL Ultra Western HRP Substrate reagent kit (EMD Millipore Corporation, Billerica, MA, USA), and proteins were quantified by ImageJ software.

### 2.12 Statistical analysis

Continuous data were presented asmean ± standard deviation (SD) or median (interquartile range) based on the normality and homogeneity of variance. For the data satisfying normal distribution and homogeneity of variance, two-way analysis of variance (ANOVA) followed by a Tukey’s multiple comparison test was used to evaluate significant differences among three or more groups, and an unpaired t-test was applied to compare differences between two groups. For the data with unequal variation, Brown-Forsythe and Welch’s ANOVA were used to evaluate significant differences among three or more groups, and Welch’s t-test was introduced to make explicit the differences between two groups. For the data with abnormal distribution, the Kruskal–Wallis test was used to show the differences among three or more groups, and the Mann–Whitney U test was introduced to explicitly show the differences between two groups. For comparisons of time-series data in different groups, two-way ANOVA was used. P <0.05 was considered statistically significant. GraphPad Prism 8.0 and SPSS software 23.0 were used for statistical analyses.

## 3 Results

### 3.1 The complement system is activated, and the expression of C1q and CR3 is upregulated after ICH

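Brain RNA of mice with ICH, made by injecting autologous whole blood, and of sham mice, which had the needle insertion without blood, was sequenced 3 days after the operation. There were 3 ICH libraries and 3 sham libraries. The sample labels give the tissue as basal ganglia, and the paper describes it as tissue at the edge of the hematoma. The sample labels describe the ICH mice as given the vehicle of another treatment, and they are the untreated ICH group of the series. Neither the labels nor the paper say that each library came from a separate mouse, so the p-values measure the spread between these libraries. The authors deposited a table of 55401 mouse genes with a count and an FPKM value for each library. Total counts were 73553142, 60739887 and 65856400 in sham 1, 2 and 3, and 55701314, 74649716 and 63685352 in ICH 1, 2 and 3. Low counts piled up at multiples of 3.82 to 3.89, so these totals are larger than the number of sequenced fragments. Mitochondrially encoded genes took 6.01% to 7.32% of the counts, with no gene of this class changed between the groups. The submitters' processing notes name cutadapt, HISAT2 and StringTie, and a rat genome build, whereas the genes and coordinates of the table are those of the mouse build GRCm38. The strand setting and the counting step are not given in the sources used here, so genes with near-identical copies or overlapping neighbours, such as C4a and C4b, may share reads. Counts were scaled by the TMM method, and the 16414 genes with a mean of at least 0.5 FPKM over the 6 libraries were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, calling a gene changed at an adjusted p under 0.05. Levels are given as CPM, counts scaled by TMM to a common library size.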

To investigate the transcriptive levels of complement genes after ICH, we analyzed the mRNA expression profile of complement in the mouse brain by RNA seq. We found that the main complement component genes were upregulated after ICH, among which C1qa, C1qb, C1qc (C1q gene), C3(C3 gene), and Itgam (CR3 gene) were obviously increased (**Figure 1A**). 

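C1qa, C1qb and C1qc, whose products form C1q, the recognition molecule of the classical pathway, were each more than 4-fold higher after ICH than after sham operation. C3 (the central component of the cascade) rose most among the 5 genes and Itgam, the CD11b chain of CR3, rose less, and for all 5 genes every ICH library lay above every sham library. Over all genes tested, the groups did not overlap for 36.2%, in either direction, against 10% by chance. C1qa (ENSMUSG00000036887) lies on chromosome 4 from 136895917 to 136898803 in GRCm38, beside C1qc and C1qb. Its level was 407 ± 151 CPM after ICH and 88.3 ± 34.1 in the sham group (SD, n = 3 each). This is a log2 fold change of 2.21 (standard error 0.38, adjusted p = 0.024 from edgeR's quasi-likelihood test). The log2 fold change was 2.17 for C1qb (standard error 0.37, adjusted p = 0.023 from the same test) and 2.15 for C1qc (standard error 0.39, adjusted p = 0.027). C3 (ENSMUSG00000024164), on chromosome 17 from 57203970 to 57228136, had 95.3 ± 61.3 CPM after ICH and 2.93 ± 1.44 in the sham group (SD, n = 3 each). Its log2 fold change was 5.02 (standard error 0.69, adjusted p = 0.022 from edgeR). Itgam (ENSMUSG00000030786), on chromosome 7 from 128062640 to 128118491, had 91.8 ± 12.8 CPM after ICH and 35.5 ± 10.9 in the sham group (SD, n = 3 each), a log2 fold change of 1.37 (standard error 0.23, adjusted p = 0.023 from edgeR). A list of 55 complement genes was written before the data were examined, although after the paper's heat map had been seen. Of these 55 genes, 29 were expressed highly enough to be tested, of which 15 rose, 1 fell and 13 did not pass the test. Adjusted over the list alone, 21 were higher and 2 lower. By limma on log2(FPKM + 1), the test planned beforehand, 12 complement genes were called higher over all genes. The other alternatives without a left-out library called 11 (limma after quantile normalization) to 20 (DESeq2). Genes expressed by myeloid cells in general moved with C1q: 11 of 12 rose, with a median log2 fold change of 2.22 over the list, among them Ptprc (2.64), Fcer1g (2.51) and Spi1 (2.35). The list moved upward as a whole (adjusted p = 0.024 from fry), with an adjusted p = 0.18 from camera with an estimated correlation. Aif1, which encodes the Iba-1 protein, was 2.14 higher on the log2 scale. Over all genes tested, 1218 rose and 519 fell, and on values rescaled to TPM 1005 were higher and 1141 lower by limma. By edgeR no gene passed without sham 1, without ICH 2 or without ICH 3, with 4127, 3696 and 3752 genes at an unadjusted p under 0.05, and 2 passed without sham 2. Without sham 3, 11 complement genes were higher among 503 genes called, and without ICH 1, 17 among 2746. The 16 complement genes that changed kept their direction in all 6 of these fits. Their groups did not overlap, so leaving out 1 library could hardly reverse them. On the basis of the RNA levels and of the serum values of patients, the paper went on to measure C1q and CR3 in the perihematomal tissue.

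**Figure D1:**
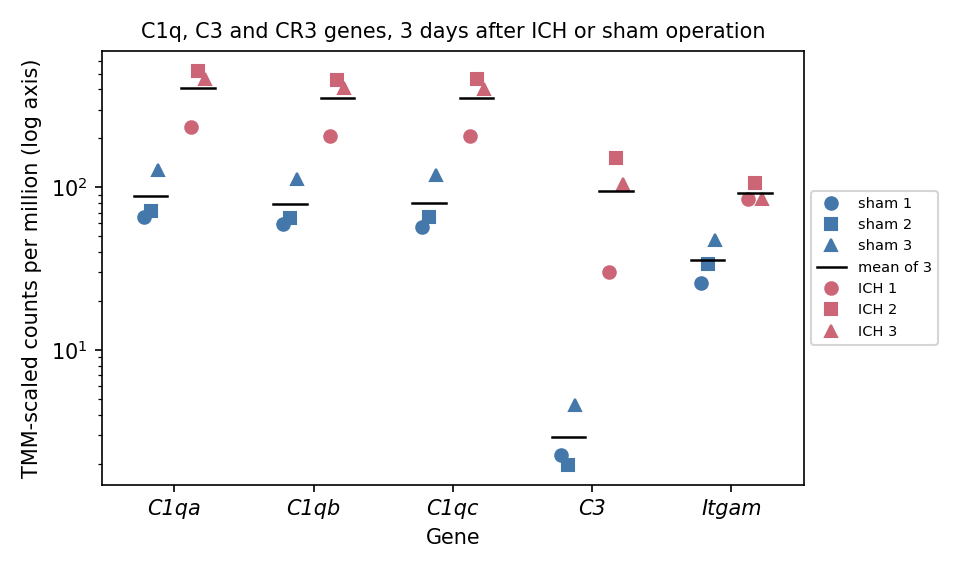
CPM (log axis) of C1qa, C1qb, C1qc, C3 and Itgam in each library, with 3 sham libraries in blue, 3 ICH libraries in red, and a black line at each mean. For C3 the sham libraries lie around a mean of 2.93 and the ICH libraries around 95.3, with ICH 1 the lowest of the ICH libraries.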

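Most tested genes of the classical pathway rose after ICH. Of 12 genes listed, 8 were tested, 7 rose and 1 did not pass, and all 8 were higher when adjusted over the list alone. Besides C1q and C3 they were C1ra and C1s1, the proteases that C1q activates, with log2 fold changes of 3.33 (standard error 0.66) and 2.70 (standard error 0.53), and C4b, which C1s cleaves, with 2.24 (standard error 0.37). C4a, a near-identical copy of C4b with which it may share reads, had a log2 fold change of 1.39 (adjusted p = 0.052 from edgeR). C1ra and C1s1 also have near-identical copies, C1rb and C1s2, and may share reads with them. Without ICH 2 the log2 fold change was 2.37 for C1ra and 2.07 for C1s1. The other listed genes lay below the expression at which genes were tested. C2 had 347 counts over the sham libraries and 464 over the ICH libraries, C1rl had 45 and 354, C1rb 4 and 260, and C1s2 23 and 45. In the alternative pathway, factor B (Cfb) rose beside C3, with a log2 fold change of 2.82 (standard error 0.68), or 1.81 without ICH 2. Properdin (Cfp) had a log2 fold change of 0.50 (adjusted p = 0.14 from edgeR) and factor D (Cfd) had only 4 counts over the sham libraries and 12 over the ICH libraries. Tested as lists with fry, the complement system, the classical pathway and the alternative pathway moved upward (adjusted p = 0.023, 0.024 and 0.028). With camera and an estimated correlation between genes, which compares a list with the other genes, the adjusted p was 0.18 for each of them. Leaving out any library other than ICH 1 took the fry adjusted p of these 3 lists to between 0.053 and 0.092, and leaving out ICH 1 to 0.0081 for the complement system. Single-sample gene set enrichment analysis (ssGSEA) scores each library by how high the genes of a list rank among all expressed genes. The score of the complement system, over the 46 of its 55 genes with any expression, was 0.126 ± 0.0157 after ICH and 0.0513 ± 0.0111 in the sham group (SD, n = 3 each). For the classical pathway it was 0.218 ± 0.0323 after ICH and 0.102 ± 0.0162 in the sham group (SD, n = 3 each), and for the alternative pathway 0.209 ± 0.0570 after ICH and 0.0427 ± 0.00872 in the sham group (SD, n = 3 each). In all 3 scores every ICH library lay above every sham library, which gives p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. C3 belongs to both pathways, and without it the difference in the alternative pathway score was 0.106 instead of 0.166. The paper's text does not name its gene lists, so these lists were drawn up from textbook knowledge. They were written before the data were examined, although after the paper's heat map had been seen.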

We calculated the relative transcriptive levels and revealed that gene expressions in the complement system and the classical pathway, as well as complement alternative pathway, prominently increased after ICH compared to the sham group *via* ssGESA (**Figures 1B–D**). However, complementation of the lectin pathway had no difference between the ICH and sham groups (**Supplementary Figure S3**).

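Genes particular to the lectin pathway were barely expressed in either group. Of the 8 listed, only Masp1, a protease that acts with mannose-binding lectin and ficolins, was expressed highly enough to be tested. Masp1 (ENSMUSG00000022887), on chromosome 16 from 23449417 to 23520815, had 19.1 ± 1.69 CPM after ICH and 12.4 ± 2.59 in the sham group (SD, n = 3 each). Its log2 fold change was 0.61 (standard error 0.18, adjusted p = 0.071 from edgeR), which did not pass over all genes. Every ICH library lay above every sham library, but the groups did not overlap for 36.2% of all genes tested either. The ssGSEA score of the lectin pathway, over the 5 genes with any expression, was -0.102 ± 0.0147 after ICH and -0.106 ± 0.00890 in the sham group (SD, n = 3 each; p = 0.7, two-sided exact permutation test, whose smallest p here is 0.1). The difference of 0.00388 was smaller than the spread within either group, and it changed sign without sham 2 (-8.08e-05) or without ICH 2 (-0.00433). The outcome depended on what was scored. As a mean of log2(FPKM + 1), in which the barely expressed genes weigh little beside Masp1, the list was 0.102 higher after ICH with no overlap between the groups (p = 0.1, exact permutation test). With C2, C4b and C3 added, which the lectin pathway shares with the classical pathway, the ssGSEA difference was 0.0836, also without overlap.

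**Figure D2:**
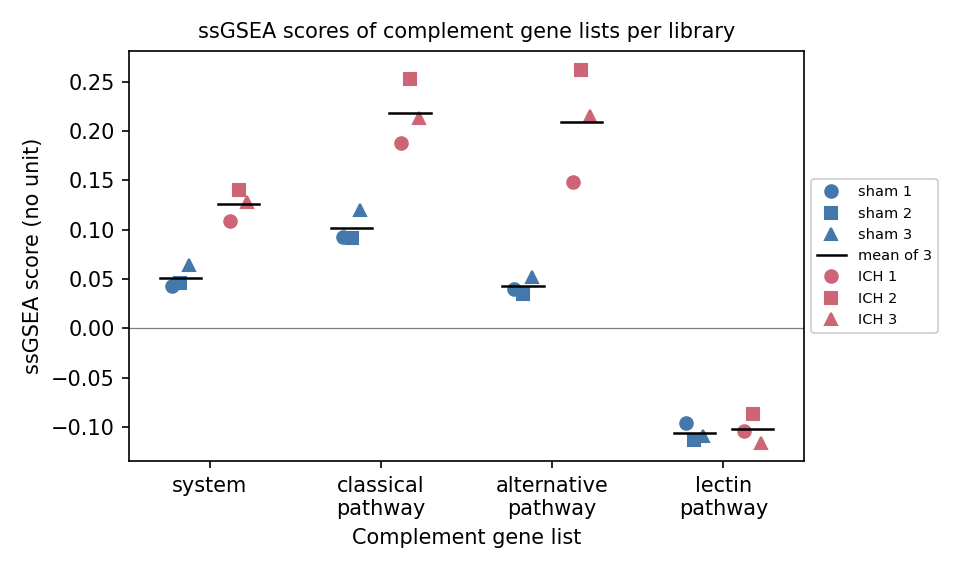
ssGSEA scores (no unit) of 4 complement gene lists in each library, with 3 sham libraries in blue, 3 ICH libraries in red, and a black line at each mean. The groups are apart for the complement system, the classical pathway and the alternative pathway, and overlap for the lectin pathway, where the means are -0.106 and -0.102.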

**Figure 1:**
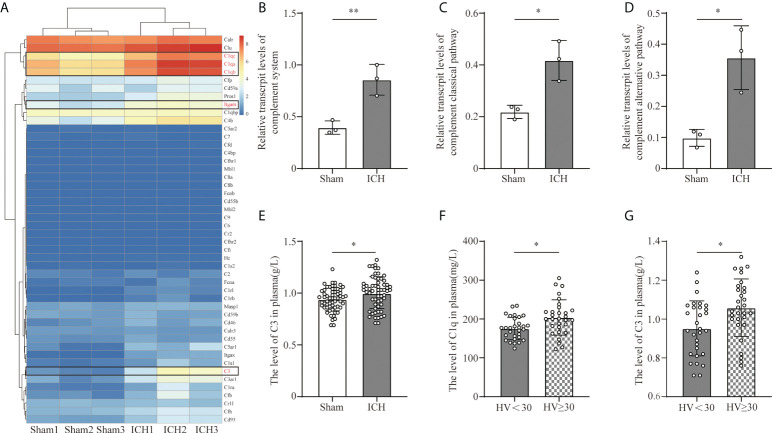
Complement activation after ICH. **(A)** Heat map of complement genes in mouse peri-hematomal brain tissue 3 days after ICH compared with the levels in the sham group. C1qa, C1qb, C1qc (C1q gene), C3 (C3 gene), and Itgam (CR3 gene) were significantly upregulated. n = 3. **(B)** Quantitative analysis of the complement system in transcriptive level in the hematoma edge after ICH. n = 3. **P <0.01 by two-tail Student’s t-test. **(C)** Quantitative analysis of the complement classic pathway at the transcriptive level in hematoma edge after ICH. n = 3. *P <0.05 by two-tail Student’s t-test. **(D)** Quantitative analysis of the complement alternative pathway in transcriptive level in the hematoma edge after ICH. n = 3. *P <0.05 by two-tail Student’s t-test. **(E)** Quantification of serum C3 in healthy people and ICH patients. n = 60. *P <0.05 by Welch’s t-test. **(F)** Quantification of C1q in plasm in patients with hematoma volume <30 ml and hematoma volume ≥30 ml. n = 30. *P <0.05 by Welch’s t-test. **(G)** Quantification of C3 in plasm in patients with hematoma volume <30 ml and hematoma volume ≥30 ml. n = 30. *P <0.05 by two-tail Student’s t-test. Data are represented as mean ± SD.

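Of 9 genes listed as complement receptors, 6 were expressed highly enough to be tested and 4 rose. Among these were Itgax, the CD11c chain of CR4, with a log2 fold change of 4.46 (standard error 0.41), and the C3a receptor gene C3ar1 with 3.42 (standard error 0.55). The others were Itgb2, the CD18 chain that CR3 shares with CR4, with 2.78 (standard error 0.42), and Itgam. The C5a receptor gene C5ar1 had a log2 fold change of 2.91 and Cr1l one of 0.35, with adjusted p = 0.052 and 0.17 from edgeR. For C5ar1 it was 3.94 without sham 3, when the gene passed, and 2.28 without ICH 3. Regulators went both ways. Serping1, which encodes the C1 inhibitor, rose by 1.82 and Clu by 0.78 on the log2 scale. Csmd1, which encodes a large membrane protein of neurons, fell by 0.51 on the log2 scale (standard error 0.10, adjusted p = 0.030 from edgeR). Among those that did not pass were Cd46 with 1.04, Cd55 with 0.54 and Vtn with 0.44 on the log2 scale, and, in the other direction, Csmd2 with -0.41 (adjusted p = 0.051 from edgeR) and Susd4 with -0.24. As lists, receptors and regulators each moved upward on balance (adjusted p = 0.018 for both from fry, and adjusted p = 0.18 with an estimated correlation). Of the terminal pathway, which forms the membrane attack complex, only C8g was tested, with a log2 fold change of 0.05 (standard error 0.36, adjusted p = 0.95 from edgeR), and its sign changed with the scaling. C7 had 59 counts over the 3 sham libraries and 48 over the 3 ICH libraries, Hc, which encodes C5, had 56 and 150, and C6, C8a, C8b and C9 had none in any of the 6. Mbl1, Mbl2 and Fcnb of the lectin pathway likewise had no count. Of the genes in the heat map that stand in none of these lists, Cd93 rose by 1.98 and Pros1, which encodes protein S, by 1.64 on the log2 scale, whereas Calr had a log2 fold change of 0.16 (adjusted p = 0.63 from edgeR). The groups of each gene that rose or fell here did not overlap, and its direction was accordingly kept without any 1 library. The calls, however, were lost without sham 1, sham 2, ICH 2 or ICH 3. Without sham 3, 10 of the 16 complement genes called were still called, as was Cd93, and Pros1 was not.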

C1q and C3 are the initiating factors of complement cascade activation. To investigate the effect of ICH on the levels of C3 and C1q, we collected the serum C3 and C1q levels from healthy people and ICH patients included in our retrospective observational study. The level of C3 was higher in ICH patients than in healthy people (**Figure 1E**). Moreover, the levels of C3 and C1q were higher in patients with larger hematoma volumes (**Figures 1F, G**).

Based on the results of RNA sequence and clinic data, we further investigated the levels of C1q and CR3 expression in the perihematomal area at different time points in the ICH model. The expression of C1q and CR3 was significantly increased around the hematoma, whereas there were almost no positive cells in the sham group. C1q and CR3-positive cells gradually increased with marked accumulation on day 7 after ICH (**Figures 2A–C**). Co-staining showed that both C1q and CR3 were mainly expressed on Iba-1-positive microglia/macrophage around hematoma after ICH3d (**Figures 2D, E**).

**Figure 2:**
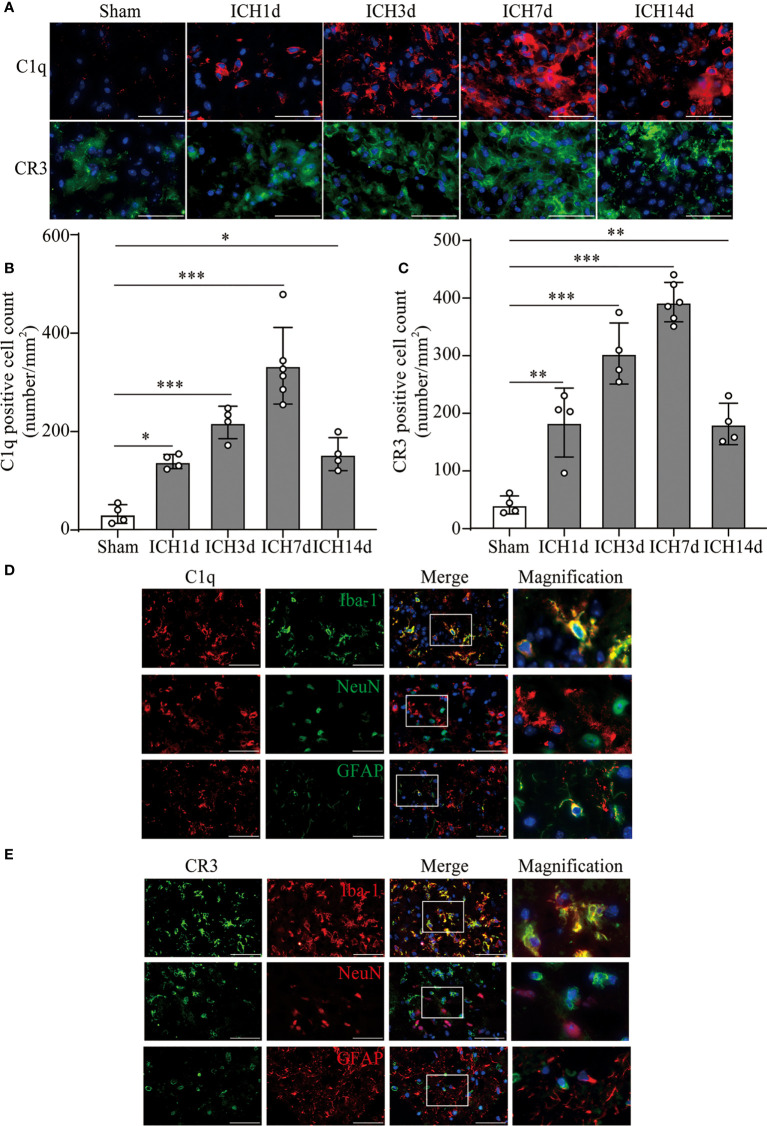
The activation of C1q and CR3 after ICH. **(A–C)** Representative immunofluorescent image and quantitative analysis of C1q and CR3 after ICH. n = 4 in the Sham, ICH1d, ICH3d, and ICH14d groups and n = 6 in the ICH7d group. *P <0.05, **P <0.01, ***P <0.001 by one-way ANOVA. (**D, E**) Representative microphotographs of immunofluorescence double staining showing the localization of both CR3 and C1q with Iba-1 (microglia marker), NeuN (neuronal marker), and GFAP (astrocyte marker) after ICH3d. n = 3. Scale bar = 50 μm. Data are represented as mean ± SD.

### 3.2 CR3 agonist LA-1 exacerbates neurological dysfunction, neuronal cell death, and oxidative stress response

We introduced Leukadherin-1 (LA-1), a CR3 agonist, to elucidate the role of CR3 in ICH-induced brain injury. The number of CR3-positive cells in the perihematomal area increased significantly in the ICH+ LA-1 group compared with the ICH+ vehicle1 group (**Figure 3A**). Then, three different behavior tests were used to assess the effect of LA-1 on neurological deficits according to previous studies (18). Compared with the sham operation group, neurological impairment occurred on days 1, 3, and 7, 14 after ICH in these behavioral tests. The LA-1 intervention significantly aggravated neurological dysfunction in the forelimb placing test and cylinder test on days 7 and 14 after ICH (**Figures 3B, C**). However, there was no statistical difference between the ICH+ LA-1 group and the ICH+ vehicle1 group in the corner turn test (**Figure 3D**).

**Figure 3:**
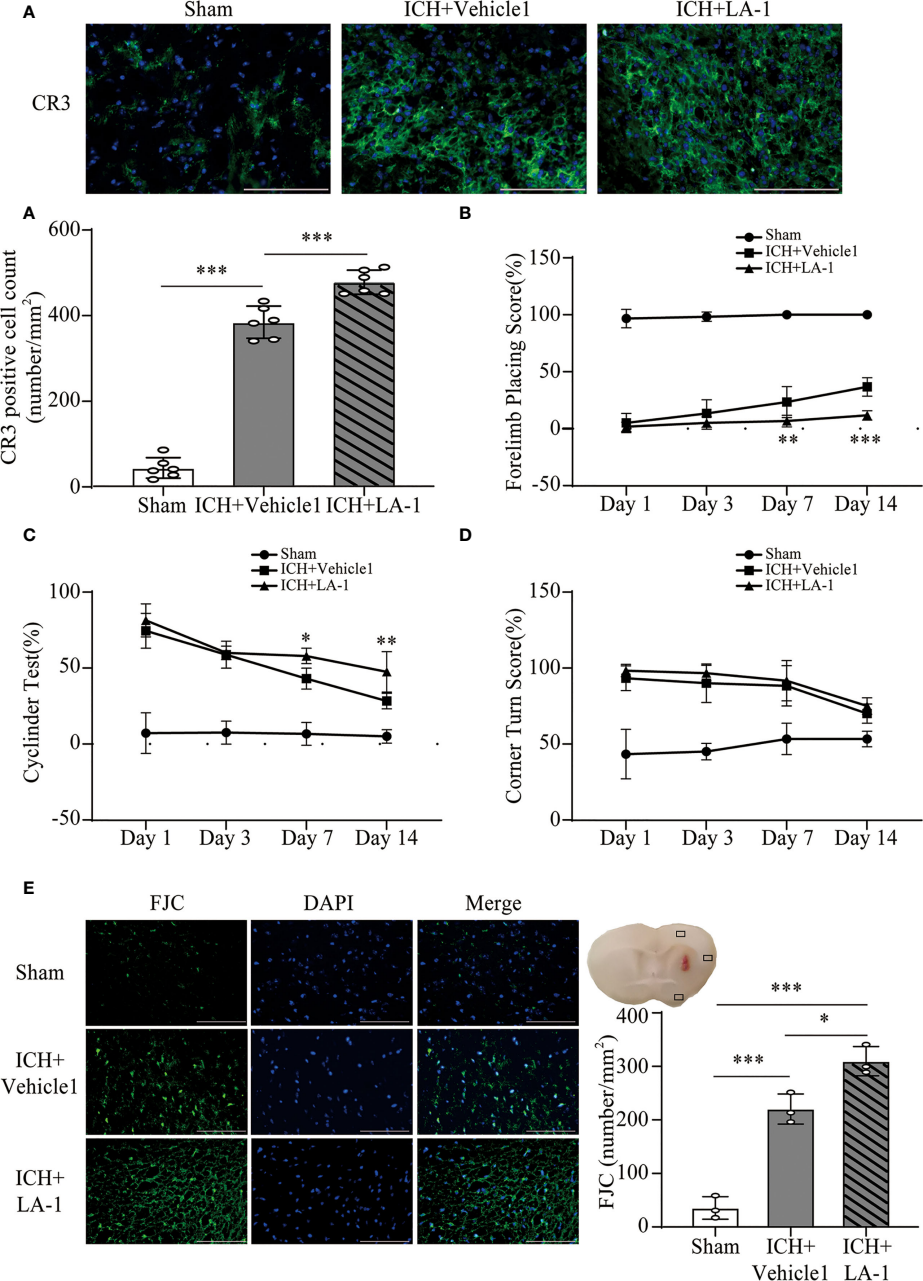
The effect of CR3 activation on brain damage after ICH. **(A)** Representative immunofluorescence images and quantitative analysis of CR3 positive cell. n = 6. ***P <0.001 by one-way ANOVA. **(B–D)** Quantification of neurological function in the forelimb placing test **(B)**, cylinder test **(C)**, and corner turn test **(D)** at days 1, 3, 7, and 14. n = 6. *P <0.05, **P <0.01 versus ICH+ vehicle1 group by two-way ANOVA. **(E)** Representative immunofluorescence images and quantitative analysis of FJC-positive cells in the ipsilateral cerebral cortex. n = 3. *P <0.05, **P <0.01, ***P <0.001 by one-way ANOVA. Scale bar = 100 μm. Data are represented as mean ± SD.

FJC staining was performed to evaluate neuronal cell death after ICH. The results showed that LA-1 significantly increased the number of FJC-positive cells in the ipsilateral cerebral cortex in the ICH+LA-1 group compared with that in the ICH+ vehicle1 group (**Figure 3E**). An oxidative stress response is induced by the accumulation of reactive oxygen species (ROS) and plays an important role in neuronal cell death following ICH (20). Dihydroethidium (DHE) as a fluorescent probe was used for detecting ROS generation. ROS levels were significantly higher in the ICH group than in the sham group, and activation of CR3 by LA-1 markedly enhanced the production of ROS in the perihematomal area and the ipsilateral cerebral cortex (**Figures 4A, C**). Activated phagocytes and nonphagocytic cells are the main sources of ROS following ICH (20). Co-staining immunofluorescence confirmed that ROS was mainly derived from microglia in the hematoma edge and neurons in the ipsilateral cerebral cortex (**Figures 4B, D**).

**Figure 4:**
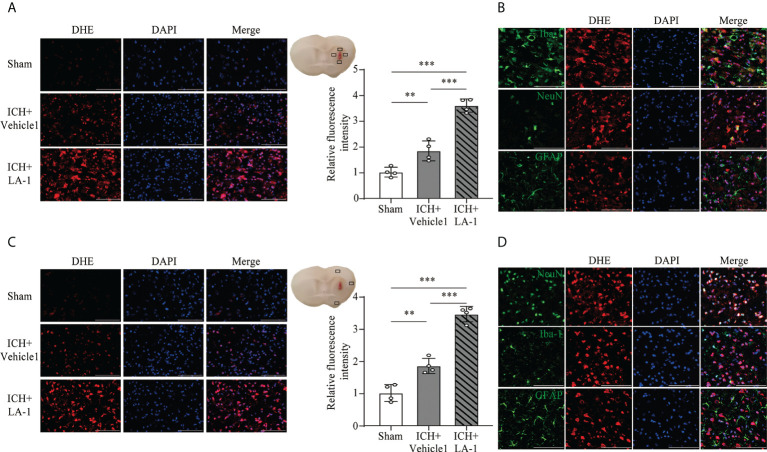
The effect of CR3 activation on oxidative stress after ICH**. (A, C)** Representative microphotographs and quantitative analysis of relative fluorescence intensity of DHE in perihematomal area and ipsilateral cerebral cortex. n = 4. **P <0.01, ***P <0.001 by one-way ANOVA. **(B)** Representative microphotographs of immunofluorescence double staining showing the localization of DHE with Iba-1 (microglia marker), NeuN (neuronal marker), and GFAP (astrocyte marker) in the perihematomal area after ICH. n = 4. **(D)** Representative microphotographs of immunofluorescence double staining showing the localization of DHE with Iba-1 (microglia marker), NeuN (neuronal marker), and GFAP (astrocyte marker) in the ipsilateral cerebral cortex after ICH7d. n = 4. Scale bar = 100 μm. Data are represented as mean ± SD.

### 3.3 CR3 agonist LA-1 upregulates CD163/HO-1 expression and hematoma resolution

Previous studies have indicated that C1q/C3-CR3 signaling is involved in phagocyte-mediated phagocytosis (11, 12, 21). CD163 acts as a main hemoglobin receptor, mediating the intracellular uptake of hemoglobin into microglia/macrophages, and the CD163/HO-1 system is the main pathway for hematoma clearance after ICH (22, 23). To explore the role of pharmacological CR3 activation in microglia-related phagocytosis, the CD163/HO-1 pathway activation and hematoma volume were assessed. CD163-positive cells were located mostly in the perihematomal area, and numbers increased significantly in the ICH+ LA-1 group compared with ICH+vehicle1 group (**Figure 5A**). Double immunofluorescence staining showed that CD163-positive-stained cells were colocalized with CR3-positive cells in the perihematomal area (**Figure 5B**). HO-1 protein levels were upregulated after ICH, and the CR3 agonist LA-1 further upregulated the expression of HO-1 protein in basal ganglia compared with the vehicle-treated ICH group (**Figure 5C**). On day 7 after ICH, the residual hematoma volume was smaller in the ICH+ LA-1 group than in the ICH+ vehicle1 group (**Figure 5D**). The above results suggest that the CR3 agonist LA-1 had effects on upregulating the CD163/HO-1 pathway and promoting hematoma resolution.

**Figure 5:**
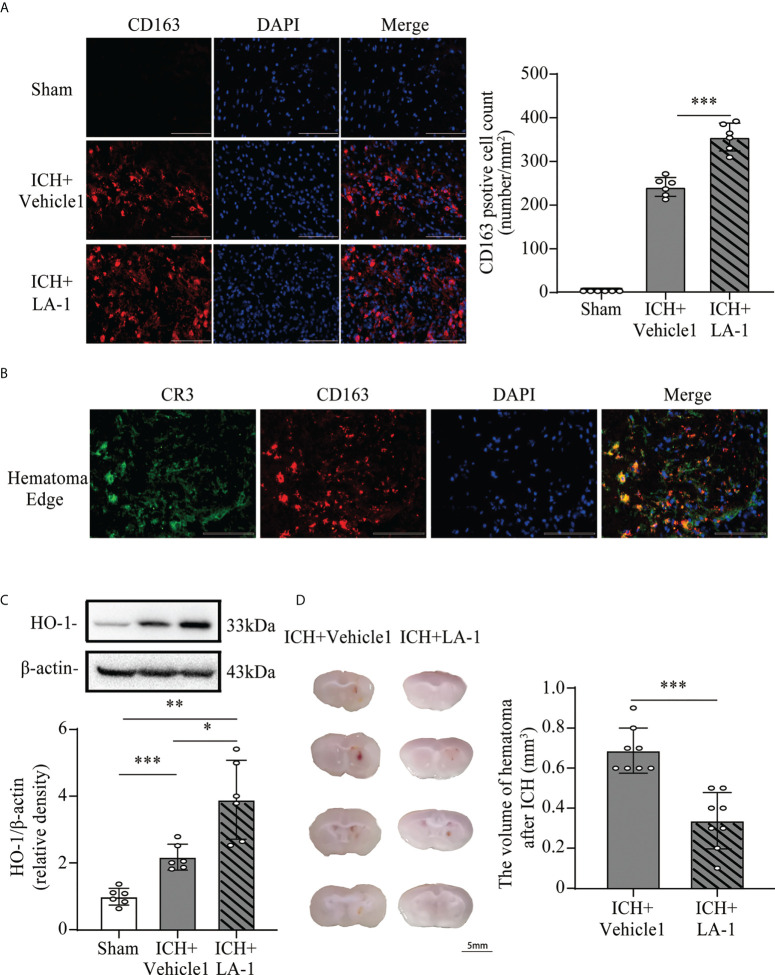
The effect of CR3 activation on the CD163/HO-1 pathway and hematoma resolution after ICH. **(A)** Representative immunofluorescent image and quantitative analysis of CD163 positive cell. Scale bar = 100 μm. n = 6. ***P <0.001 by one-way ANOVA. **(B)** Representative microphotographs of immunofluorescence double staining showing the localization of CR3 with CD163 in the perihematomal area after ICH. Scale bar = 100 μm. n = 3. **(C)** Representative western blotting images and quantitative analysis of HO-1. n = 6. *P <0.05, **P <0.01, ***P <0.001 by Brown-Forsythe and Welch’s ANOVA. **(D)** Representative brain section and quantitative analysis of hematoma volume. n = 8. ***P <0.001 by the Mann–Whitney test. Data are represented as mean ± SD.

### 3.4 Minocycline presents neuroprotection on brain injury after ICH

The neuroprotective effects of minocycline on brain injury following ICH *via* intraperitoneal injection have been confirmed by many studies (14, 24, 25). This study was designed to evaluate the effect of minocycline *via* oral gavage after ICH in mice. Oral minocycline treatment improved neurological function in all behavior tests at 1,3,7, and 14 days after ICH, compared with the ICH+ vehicle2 group (**Figures 6A–C**). Consistently, oral minocycline treatment resulted in a significant decrease in the number of FJC-positive cells compared to that in the ICH+ vehicle2 group (**Figures 6D, E**). Moreover, the DHE staining demonstrated that minocycline treatment obviously decreased the level of ROS in the hematoma edge and ipsilateral cortex on day 7 after ICH (**Figures 7A, B**).

**Figure 6:**
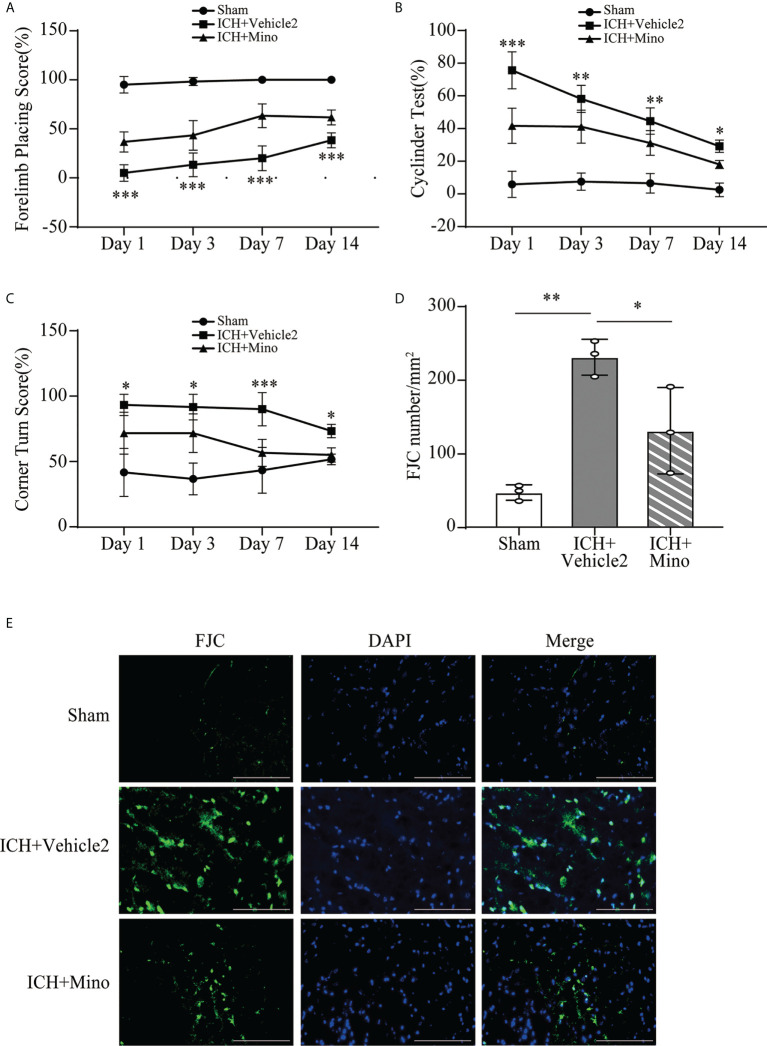
The neuroprotection of minocycline on brain injury after ICH. **(A–C)** Quantification of neurological function in the forelimb placing test **(A)**, cylinder test **(B)**, and corner turn test **(C)** at days 1, 3, 7, and 14. n = 6, *P <0.05, **P <0.01, ***P <0.001 versus the ICH + Mino group by two-way ANOVA. **(D, E)** Representative immunofluorescence images and quantitative analysis of FJC-positive cells in the ipsilateral cerebral cortex. n = 3. *P <0.05, **P <0.01 by one-way ANOVA. Scale bar = 100 μm. Data are represented as mean ± SD.

**Figure 7:**
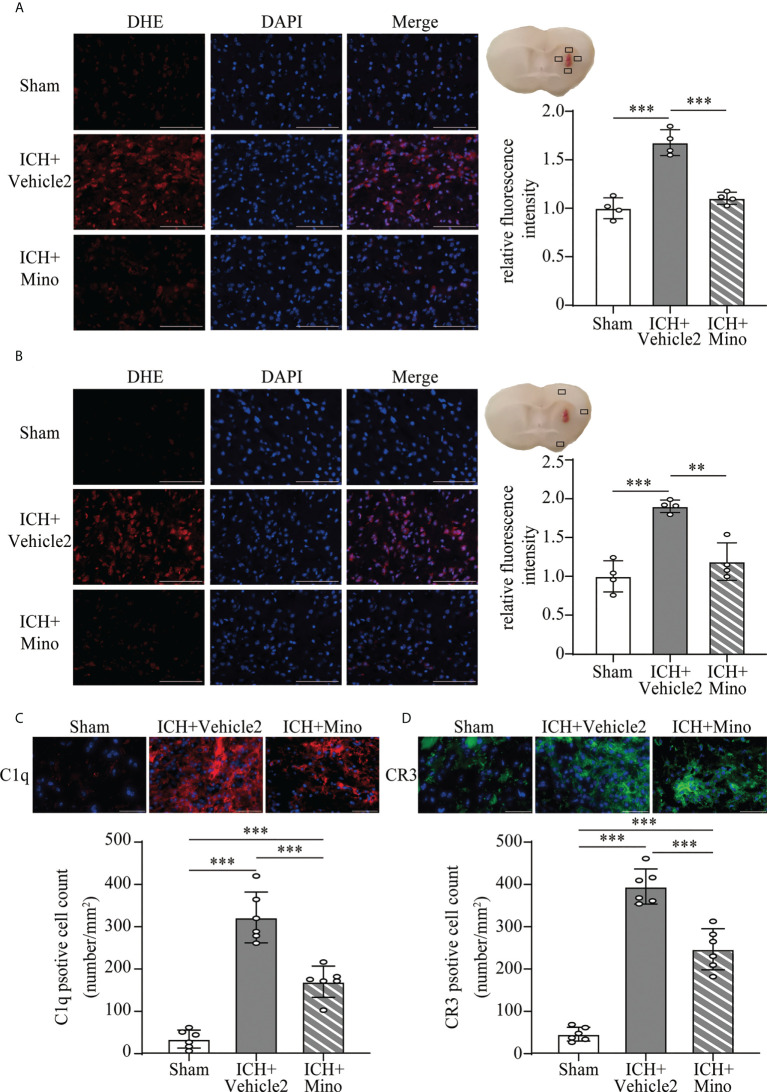
The effect of minocycline on oxidative stress and C1q, CR3 expression after ICH. **(A, B)** Representative microphotographs and quantitative analysis of the relative fluorescence intensity of DHE in the perihematomal area and ipsilateral cerebral cortex after ICH. Scale bar = 100 μm. n = 4. **P <0.01, ***P <0.001 by one-way ANOVA. **(C, D)** Representative immunofluorescent image and quantitative analysis of C1q and CR3 positive cells after ICH. Scale bar = 50 μm. n = 6. ***P <0.001 by way of one-way ANOVA. Data are represented as mean ± SD.

### 3.5 Minocycline downregulates C1q/C3-CR3 signaling, reduces CD163/HO-1 expression and hematoma resolution

Based on the fact that the activation of CR3 exacerbates ICH-induced brain injury, we investigated whether minocycline treatment had effects on C1q/C3-CR3 signaling after ICH. Our data demonstrated that the number of C1q and CR3-positive cells was less in the ICH+ Mino group compared to the ICH+ vehicle2 group on day 7 after ICH (**Figures 7C, D**). CR3 activation upregulated CD163/HO-1 expression and promoted hematoma resolution, and these items were also measured in this part of the experiment. Oral minocycline treatment decreased CD163-positive cells in the perihematomal area and reduced HO-1 protein expression in the basal ganglia on day 7 after ICH (**Figures 8A, B**). Minocycline treatment resulted in bigger residual hematoma volume compared to ICH+ vehicle2 group on day 7 after ICH (**Figure 8C**). These data indicated that minocycline downregulated CD163/HO-1 expression and slowed down hematoma resolution, which might be associated with the inhibition of CR3 activation after ICH.

**Figure 8:**
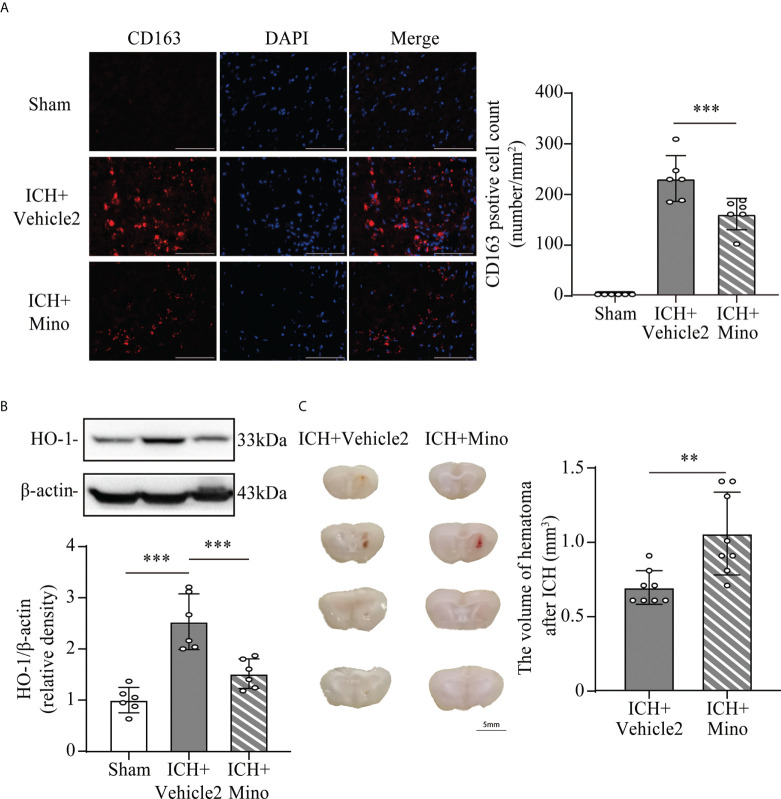
The effect of minocycline on the CD163/HO-1 pathway and hematoma resolution after ICH. **(A)** Representative immunofluorescent image and quantitative analysis of CD163 positive cell. ***P <0.001 by way of one-way ANOVA. Scale bar = 100 μm. n = 6. **(B)** Representative western blotting images and quantitative analysis of HO-1. n = 6. ***P <0.001 by Brown-Forsythe and Welch’s ANOVA. **(C)** Representative brain section and quantitative analysis of hematoma volume. n = 8. **P <0.01 by Mann–Whitney test. Data are represented as mean ± SD.

### 3.6 The neuroprotective effects of minocycline are reversed by LA-1

The coincident changes in CR3 expression and post-ICH brain injury induced by oral minocycline treatment encouraged us to investigate whether a CR3 agonist can reverse the minocycline-mediated neurological protection under ICH conditions. The number of CR3-positive cells in the ICH+ Mino group was remarkably reduced while the CR3 agonist LA-1 reversed the minocycline-mediated CR3 inhibition (**Figure 9A**). Behavioral tests were used to examine the role of CR3 in minocycline-mediated behavioral recovery on days 1, 3, 7, and 14 after ICH. Minocycline prominently improved neurological function, whereas the protective effects of minocycline treatment were reserved for CR3 activation (**Figures 9B–D**). FJC staining was used to evaluate neuronal degradation on day 7 after ICH. Minocycline alleviated ICH-induced neuronal damage on day 7 after ICH, and LA-1 aggravated neuronal death after minocycline treatment, almost similar to that in the ICH group (**Figure 9E**). Together, the potentiation of CR3 with LA-1 reversed minocycline-mediated neurological protection.

**Figure 9:**
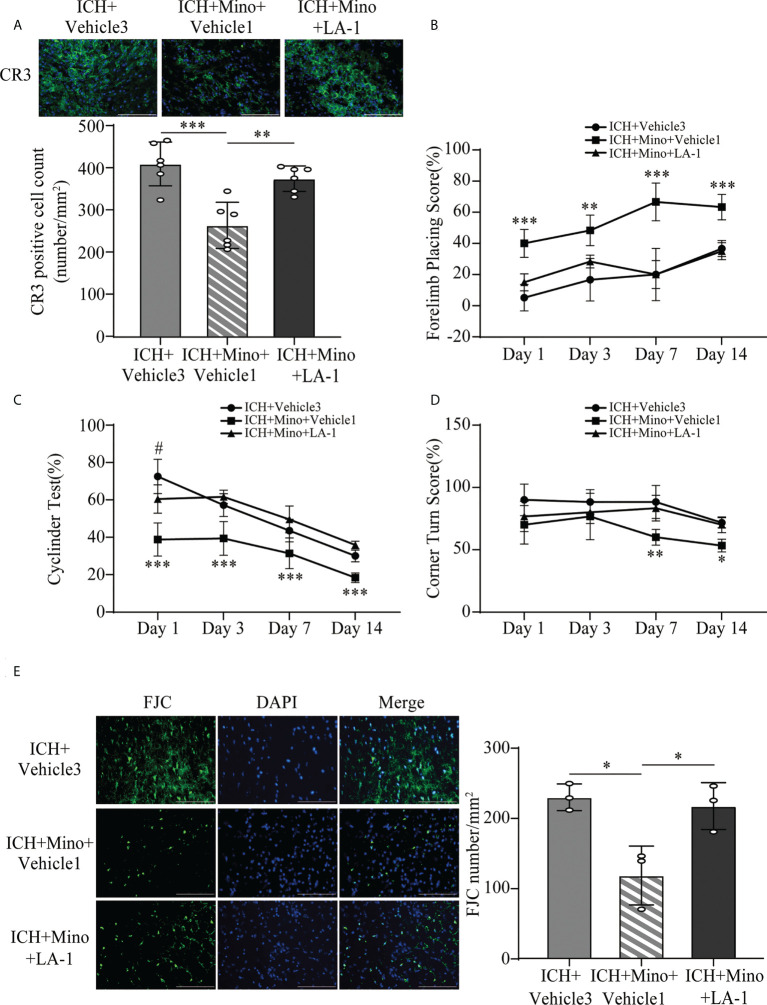
CR3 activation reverses minocycline-mediated neuroprotection against ICH. **(A)** Representative immunofluorescence images and quantitative analysis of CR3 positive cells. n = 6. **P <0.01, ***P <0.001 by one-way ANOVA. **(B–D)** Quantification of neurological function in the forelimb placing test **(B)**, cylinder test **(C)**, and corner turn test **(D)** at days 1, 3, 7, and 14. N = 6. **P <0.01 versus ICH + Mino + LA-1 group, ***P <0.001, ^#^P <0.05 versus ICH + Mino + LA-1 group by two-way ANOVA. **(E)** Representative immunofluorescence images and quantitative analysis of FJC-positive cells in the ipsilateral cerebral cortex. n = 3. *P <0.05 by one-way ANOVA. Scale bar = 100 μm. Data are represented as mean ± SD.

## 4 Discussion

In this study, we identified the role of C1q/C3-CR3 in the pathological process following ICH and assessed the effect of minocycline on brain injury. The major findings of this study are as follows (**Figure 10**): (1) C1q/C3-CR3 signaling was active with time after ICH; (2) activation of CR3 exacerbated ICH-induced brain injury; (3) CR3 activation upregulated CD163/HO-1 expression and promoted hematoma resolution after ICH; (4) oral minocycline treatment had neuroprotective effects on brain injury after ICH partly by downregulating C1q and CR3; and (5) the effect of oral minocycline on post-ICH brain injury can be reversed by potentiating CR3.

**Figure 10:**
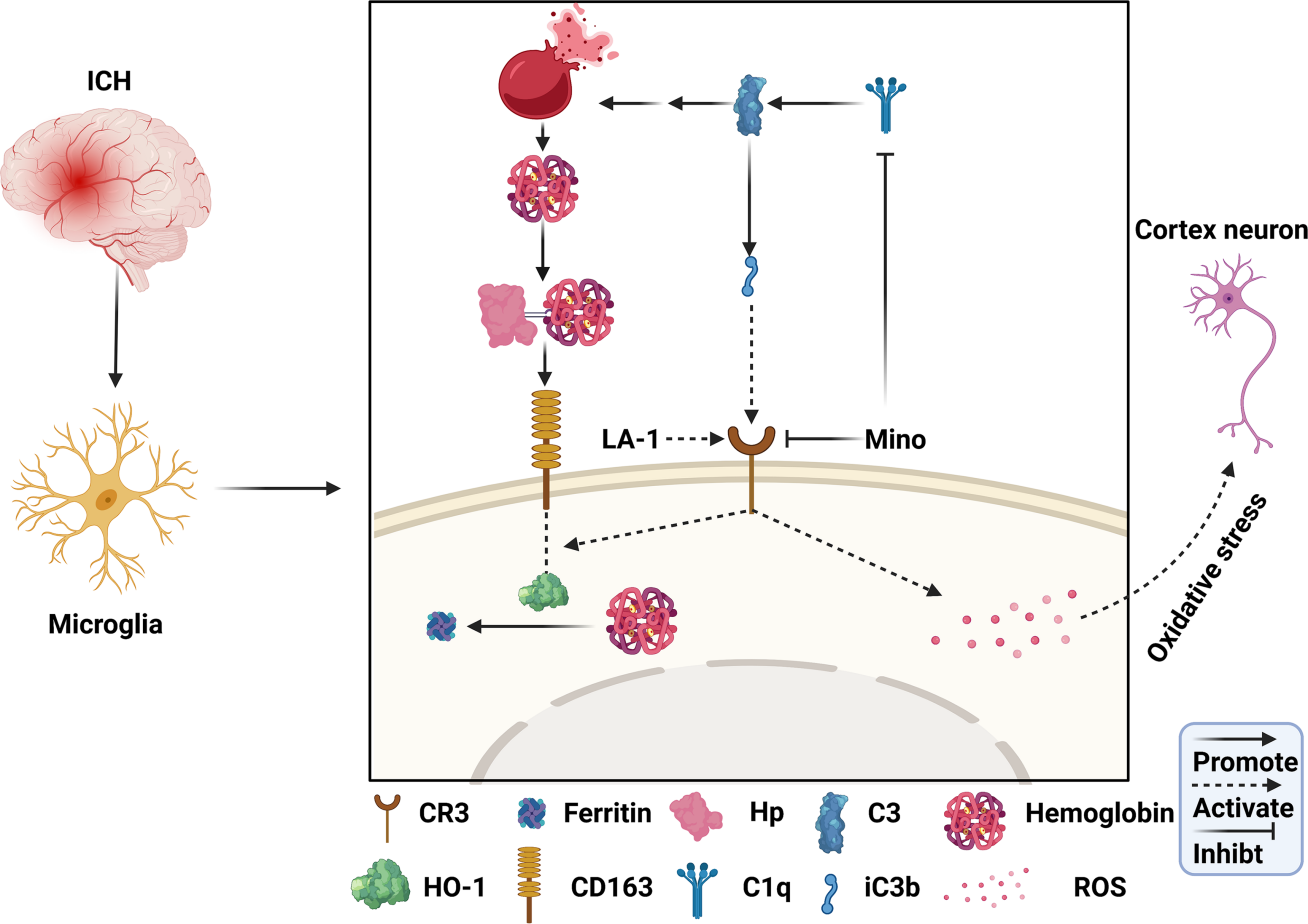
Schematic mechanism of CR3 regulates brain damage and hematoma resolution after ICH and the effect of minocycline treatment. The ICH insult activates the complement cascade. CR3 activation can exacerbate brain injury after ICH by promoting oxidative stress in perihematomal microglia and cortical neurons. Complement-mediated erythrolysis results in the release of hemoglobin, and CR3 activation upregulates the CD163-OH-1 pathway to accelerate hematoma clearance. Minocycline inhibits C1q and CR3, and alleviates brain damage *via* repressing CR3-induced oxidative stress and hematoma resolution.

Previous evidence suggested that the complement system was activated after ICH. Current studies have revealed that there was a sixfold increase in C9 around the hematoma 24 h after ICH, and MAC and clusterin also increased in the perihematomal tissue 3 days after ICH (7, 26).The anaphylatoxins C3a and C5a were upregulated after ICH: the level of C3a increased within 5 days after ICH, whereas the level of C5a peaked on day 3 and began to decrease (27). In a clinical study, patients with cerebral hemorrhage had higher C3 levels and lower C4 levels in serum than healthy people (28). Our study confirmed that the complement system and two complement pathways were upregulated after ICH at the transcriptive level in mouse brain tissue. C1q represented the initiating step of the classical complement pathway. The C3 cleavage was the core of the complement cascade and MAC formation. CR3 is the receptor of complement iC3b, the main downstream product from the cleavage of C3 by C1q in the classical complement pathway. We explored C1q, C3, and CR3 expression levels after ICH. We found that C1q and CR3 increased immediately and peaked on day 7 in the brain tissue of ICH mice. Moreover, we examined serum C1q and C3 in ICH patients and healthy people. The results revealed serum C3 was increased in ICH patients, and the levels of serum C1q and C3 serum were positively correlated with hematoma volume. A recent study by Zheng et al. pointed out that patients with neurological function score NIHSS ≥4 have higher serum C3 levels than those with NIHSS <4 after cerebral hemorrhage (28). These results demonstrated that the complement cascade was potentiated after ICH and that the extent of complement activation was related to the severity of ICH-induced brain injury.

Complement contributes to brain edema and brain injury after ICH in multiple ways. The membrane attack complex, the end product of the complement cascade, exacerbates perihematomal neuronal loss *via* erythrolysis (7, 29). The anaphylatoxins C3a and C5a cause chemotaxis of neutrophils and mast cells, which can release oxygen radicals and lysosomal proteases (30, 31). Moreover, astrocytes upregulate and release C3, which binds to C3aR in microglia, promoting neuroinflammation and hydrocephalus after germinal matrix hemorrhage (32). However, few studies have explored the role of other complement components in the pathological process after ICH. Our animal experiments and clinical data showed that C1q/C3-CR3 signaling was significantly upregulated after ICH, and we further explored the role of CR3 activation in ICH-induced brain injury. We observed that LA-1, a CR3 agonist, increased ROS generation, promoted neuronal cell death and aggravated neurological deficits after ICH. Meanwhile, LA-1 upregulated CD163/HO-1 expression and reduced residual hematoma volume after ICH. All these results indicate that when promoting hematoma clearance at the same time, CR3 activation can exacerbate ICH-induced brain injury.

C1q/C3-CR3 signaling regulates phagocyte-mediated phagocytosis in different diseases. In stress-mediated visceral hypersensitivity, C1q, released from activated microglia, bounds target synapses, and triggered the cleavage of C3. The downstream cleavage product of C3 bounded to CR3 on the surface of microglia to modify synaptic plasticity and mediate visceral pain (15). In *E. coli*-mediated inflammatory responses, inhibition of phagocytosis and oxidative burst was obtained in monocytes when C3 activation was blocked. Additionally, anti-CR3 antibodies obviously reduced phagocytosis and oxidative burst (33, 34). Moreover, CR3 played an important role on NADPH oxidase activation and dopaminergic neurodegeneration in Parkinson’s disease (35). Both genetic ablation of CR3 and CR3 agonist LA-1 markedly alleviated oxidative stress in a mouse model of Parkinson’s disease (36). In animal models of murine and human cancer, pharmacological activation of CR3 with LA-1 promoted pro-inflammatory macrophage polarization (17). The role of C1q/C3-CR3 signaling is still unclear in ICH. Therefore, our research investigates the effect of CR3 after ICH and reveals that activation of CR3 with LA-1 significantly worsens ICH-induced neurological deficit with aggravated oxidative stress and neuronal cell death. Furthermore, we explored the effect of CR3 activation on microglia-mediated hematoma resolution after ICH. The Hp-CD163-HO-1 is the major pathway of microglia-mediated hematoma clearance (23, 37). Evidence showed that CD163/HO-1 upregulation after ICH was influenced by the complement system (8, 9). Treatment with N-acetyl-heparin (NAH), an inhibitor of complement cascade activation, significantly reduced perihematomal CD163-positive cells and HO-1-positive cells after ICH. Similarly, treatment with aurin tricarboxylic acid, an inhibitor of MAC formation, reduced CD163 and HO-1 expression after ICH. Furthermore, C3-deficient mice had fewer HO-1 positive cells around the hematoma after ICH. However, no direct evidence confirmed that specific complement components could enhance CD163/HO-1 expression. We found that the CR3 agonist LA-1 prominently promoted CD163/HO-1 expression and reduced residual hematoma volume after ICH. While hematoma clearance may theoretically improve neurological outcome, we hypothesize that oxidative stress induced by CR3 ultimately exacerbates brain injury after ICH. Inhibition of CR3-induced oxidative stress and enhancement of hematoma clearance mediated by CR3 might be an ideal therapeutic strategy for alleviating brain injury after ICH.

Minocycline is a semisynthetic tetracycline derivative with high permeability and can penetrate the blood–brain barrier, which acts as a neuroprotective agent and has a widely explored underlying mechanism (38). Minocycline has multiple mechanisms for treating ICH, including anti-inflammatory properties, anti-oxidant properties, MMP inhibition, and the alleviation of glutamate excitotoxicity (39). However, the effect of minocycline on the complement system is still small. In visceral pain, minocycline, which repressed microglial activation, suppressed transcription of C1q and CR3, and ultimately repressed C1q/C3-CR3-mediated synaptic engulfment in the amygdala, reduced visceral hypersensitivity (15). Furthermore, minocycline can decrease both the number of C3^+^/GFAP^+^ astrocytes and C3aR^+^/Iba-1^+^ microglia after germinal matrix hemorrhage (32). Consistently, we revealed that minocycline exerted neuroprotection, alleviated oxidative stress, and downregulated C1q and CR3 expression. However, the beneficial effects of minocycline were abolished by the CR3 agonist LA-1. We deduced minocycline alleviated ICH-induced brain injury *via* at least partial inhibition of CR3 expression. Then we further explored the effect of minocycline on hematoma resolution. We found less CD163-HO-1 expression and bigger hematoma volume in minocycline treatment as compared to the ICH control group. Based on our experiment result, we proposed minocycline reduced CD163-HO-1 level after ICH *via* partly repressing CR3 expression. Hematoma volume after ICH depends on hematoma resolution, including hematoma lysis and hematoma clearance (5). C1q, an initiating protein of the classical complement pathway, activated other complement components, and ultimately induced MAC-mediated erythrolysis. Based on the fact that minocycline reduced C1q expression and resulted in bigger hematoma volume after ICH, we inferred that neuroprotection of minocycline partly results from downregulation of C1q and ameliorating hematolysis. Furthermore, we explored the effects of oral minocycline treatment after ICH. Minocycline had two treatment routes, including intraperitoneal injection and oral gavage in animal experiments and, correspondingly, intravenous injection and oral administration in clinic treatment (40–43). Intraperitoneal injection is the main administration route in studies on ICH (24, 44, 45). In the randomized controlled trial of minocycline, patients with acute intracerebral hemorrhage received intravenous minocycline as treatment (46). Oral administration of minocycline after ICH lacks sufficient study. Long-term treatment with minocycline *via* oral gavage improved neurological function and inhibited neuroinflammation in Alzheimer’s disease (42). Our results confirmed that oral administration with minocycline exerted neuroprotection and alleviated neuronal death after ICH. Furthermore, oral administration is a more convenient treatment and has more value in clinical transformation than intravenous injection. Therefore, we proposed oral gavage as a potential route for minocycline treatment after ICH.

However, our research has some undeniable limitations. Firstly, we merely focused on a specific part of the complement pathway and other complement molecular areas were not further investigated. Second, both age and sex are significant factors in the complement system. In a cohort study of healthy Caucasian adults, it was demonstrated that women had significantly lower activity of alternative pathways in serum compared to men, whereas the elderly had obviously higher classical and alternative pathway activity in serum than the young (47). The effects of age and sex were not considered in our current study and deserve deeper exploration. Third, previous studies have shown that the neuroprotective effects of minocycline on ICH are mainly due to inhibition of microglia activation and a reduction of brain iron deposition. The effects of minocycline on microglial activation and brain iron deposition were not evaluated in this study. Fourth, the dose of oral minocycline administered in this study was based on previous studies of intraperitoneal administration. The dose–effect relationship of oral minocycline administration should be investigated in this study. Moreover, side effects of oral minocycline treatment, such as diarrhea, were not evaluated.

In conclusion, C1q/C3-CR3 signaling was activated with time after ICH. CR3 activation exacerbated ICH-induced brain injury, as well as enhanced CD163/HO-1 expression and promoted hematoma clearance. Oral minocycline administration improved neurological dysfunction and reduced hematoma resolution *via* partly inhibiting the C1q/C3-CR3 pathway. These results suggest that targeting C1q/C3-CR3 might be a novel and promising therapeutic strategy after ICH.

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI Gene Expression Omnibus; GSE206971

## Ethics statement

This study was reviewed and approved by the Institutional Ethics Committee of the Second Affiliated Hospital, Zhejiang University of Medicine.

## Author contributions

SC and FL conceived and designed the study. YZ and LF performed the ICH model and immunofluorescence. SX and CX performed western blot and behavior test. QY and ZZ collected and analyzed clinic data. XF and HC provided and analyzed RNA sequence data. HZ, YP, and KY prepared the figure. SC and FL wrote the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (grant numbers 81801144, 81971099, 81870908, 82171273, and 82171275) and the Key R&D Program of Zhejiang (2022C03133).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

Supplementary Figure 1 Experimental animal groups and mortality.

Supplementary Figure 2 Experimental design.

Supplementary Figure 3 Quantitative analyses of complement lectin pathway in transcriptive level in hematoma edge after ICH. n=3.

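This supplementary figure scores the lectin pathway, in which mannose-binding lectins, ficolins or collectins bind sugars on a surface and activate the MASP proteases. Of the 8 lectin pathway genes listed here, most had few or no counts. Fcna had 89 counts over the 3 sham libraries and 154 over the 3 ICH libraries, Masp2 had 50 and 102, and Colec11 had 117 and 60, whereas Masp1 had 2483 and 3757. Fcna, Masp2 and Colec11 lay below the expression at which genes were tested. A rank-based score gives each of these genes a weight by its rank, so a few counts of Fcna, Masp2 or Colec11 move it. Without Colec11 the difference between the group means was 0.0282, and without Masp1 it was -0.00364.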

How the deposited data were processed for this re-analysis (not part of the article)

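RNA sequencing was deposited for 3 groups of 3 libraries from mouse brain: sham, ICH given a vehicle, and ICH treated with Laminaria. The paper reports the first 2 groups. The labels give day 3 for the sham and ICH libraries, as the paper does, and days 4, 5 and 6 for the 3 Laminaria libraries, so that in the third group treatment and day cannot be told apart. Groups and replicates were taken from the labels, and each column of the table from the tag in the sample's title.

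The authors deposited 1 table with a whole-number count and an FPKM value per gene and library. According to the submitters' processing notes they used cutadapt 1.9, FastQC 0.10.1, HISAT2 2.0.4 and StringTie 1.3.4, with a rat genome build. The gene identifiers are mouse Ensembl identifiers with GRCm38 coordinates. The annotation release, the counting step and the strand setting are not given in the sources used here. The deposited FPKM values equal the counts divided by 1 length per gene and by the library's scale, within a factor of 1.02 for 99% of 13506 well expressed genes, so they hold no further information on isoforms. The authors list an FPKM of 0.0001 where the count is 0, and it was set to 0. Total deposited counts were 51307799 to 74649716 per library. Counts of 4 were found 10444 times and counts of 5 2011 times, and the low counts of each library piled up with a period of 3.82 to 3.89. A sequenced fragment thus appears to add several counts. For this reason the smallest measurable level of a gene without counts in the sham group was taken as 3 such steps over the group (11.5 counts), which covers counting error only.

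The design written beforehand assumed FPKM values alone and limma on log2(FPKM + 1). Because the table holds counts, the comparison of genes was made with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment, adjusted p under 0.05) in R 4.3.3, and limma 3.58.1 was kept as an alternative. Genes with a mean FPKM of at least 0.5 over the 6 libraries compared were tested, 16414 for ICH against sham and 16654 for Laminaria-treated ICH against ICH, with no covariate. The standard error of a log2 fold change was taken from its F statistic. Gene lists with at least 3 tested genes were tested with fry, which asks whether the genes of a list move one way on balance, and with camera as an alternative. The 35 lists and their members were written from textbook knowledge before the data were examined, although after the heat map of the paper had been seen. The complement system list is the union of 6 of them. ssGSEA scores were computed in Python 3.11.15 from ranks of FPKM with tied values sharing a rank, a rank weight of 0.25 and a division by the number of ranked genes, and compared by exact permutation tests. The genes named in the text are those the paper names or shows in its heat map, the 10 highest and 10 lowest log2 fold changes among changed genes whose groups did not overlap, and of each list described the 4 members with the largest change and any changed member against its direction. Members of the complement lists may be named in full, and exceptions are marked where they occur.

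The tests were run on simulated data first. With 200 of 16414 genes changed in counts drawn for ICH against sham, edgeR called 42 of 100 genes changed 2-fold and 90 of 100 changed 4-fold, with 9 false calls, and DESeq2 called 77 and 95 with 79 false calls. For Laminaria-treated ICH against ICH, over 16654 genes, edgeR called 27 and 91 of 100 with 12 false calls. For ICH against sham fry called 5 of 5 raised lists and 1 of 30 unchanged lists.

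Alternatives set beforehand were another pseudocount, filter, scaling or variance prior, all 9 libraries in 1 fit, the replicate number as a block, camera, other ssGSEA settings and leaving out each library in turn. Added after seeing the data were DESeq2 1.42.0, its size factors in edgeR, edgeR's own filter on low counts, leaving out mitochondrial, rRNA and pseudogenes, and counts divided by the step between low counts. Protein, serum, behavioural and minocycline experiments of the paper were not analysed here.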

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

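The tests on resident microglia and on a mixed library, and the use of DESeq2, were chosen only after the result was seen.

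Outside the complement genes the paper discusses, most tested genes of several groups were higher after ICH than in the sham group, which is why they are listed here. Of the interferon response genes 12 of 14 rose, with a median log2 fold change of 2.33, among them Ifit1 (2.59), Isg15 (2.56) and Ifit3 (2.47). Of the cell cycle genes 10 of 12 rose, with a median log2 fold change of 2.78, among them Cdk1 (3.28) and Ube2c (3.19). Of the reactive astrocyte genes 9 of 12 rose, with a median log2 fold change of 2.88, with Steap4 at 5.42, Lcn2 at 5.40 and Serpina3n at 3.94. All 6 tested genes of NADPH oxidase rose, with a median log2 fold change of 2.56, led by Cybb (5.41), its catalytic chain, Rac2 (2.75) and Ncf4 (2.56). Without ICH 2 the log2 fold change was 1.69 for Ifit1, 1.92 for Isg15, 3.74 for Steap4 and 4.72 for Lcn2, without sham 1 it was 4.80 for Cybb, and without sham 3 4.03 for Ube2c. Steap4 stood at 7.80, 98.1 and 18.5 CPM in ICH 1, 2 and 3. Adjusted over the list alone, 14, 12, 11 and 6 members were higher. The fry adjusted p was 0.024, 0.037, 0.024 and 0.023, and with an estimated correlation the adjusted p was 0.18 for each list. Like the other calls of ICH against sham, these were lost without sham 1, ICH 2 or ICH 3, when edgeR called 0 genes in all, with 4127, 3696 and 3752 at an unadjusted p under 0.05, and without sham 2 it called 2.

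The rise of C1qa, C1qb and C1qc (mean log2 fold change 2.18) was weighed against 3 explanations. A scaling difference is argued against by quantile normalization, after which the mean was 2.10. More resident microglia with both C1q and homeostatic genes unchanged per cell is argued against by the homeostatic microglia genes. Their median was 1.22 with an SD of 0.52 between the genes. These values cannot speak to more resident microglia that lowered the homeostatic genes per cell and kept C1q unchanged. More microglia and macrophages in the sampled tissue stays open and is a candidate explanation, since the median of the pan-myeloid genes, none of which is a complement gene, was 2.22 (SD 0.60 between genes) and thus as high as C1q. All 12 were also expressed in the sham group, with Ctss, the most abundant of them after ICH, at 94.8 CPM there and 375 after ICH, and Csf1r stands in both lists. Higher expression per cell in other myeloid cells was not tested, since RNA of whole tissue does not separate the number of cells from their expression.

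Of the reactive astrocyte genes called higher after ICH, the median one in sham 3 stood at 10.4% of its rise from shams 1 and 2 to the ICH mean (SD 7.77% between 9 genes), with Gfap at 17.2%. RNA of an ICH brain mixed into this library would raise all genes by a like share of their rise in that brain. The median of the 7 monocyte and neutrophil genes called higher was 0%, with a range from -17.5% to 3.97%. Over all 1218 genes called higher the median was 10.1% (SD 13.6% between genes), which a mixed library would also give. Over the 11 tested monocyte and neutrophil genes with a positive log2 fold change, called or not, the median was -0.894% (SD 11.1% between genes), with Arg1 at 0.576% and Plac8, which was not called, at 16.7%. Apart from Plac8, these genes had a low share, but several of them varied widely between the ICH libraries. Arg1 stood at 6.56, 105 and 57.0 CPM in ICH 1, 2 and 3. Its share of the mean rise would thus be small if ICH 1 were the source. Among the reactive astrocyte genes, Lcn2 and Steap4 also had shares of only 1.84% and 1.95%. The shares therefore cannot decide whether mixing caused the difference in sham 3. A reaction to the needle that differed between sham mice was not tested.

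In ICH against sham, edgeR called 1737 genes, and the highest of the other splits of the 6 libraries into 3 and 3 called 2. The real split was the 1 of 10 that called as many, and 10 splits are too few for a share under 0.05.

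The Laminaria-treated ICH libraries, which the paper does not report, differed from the ICH libraries in 3 genes by edgeR, with 560 at an unadjusted p under 0.05. Zfp180, a zinc finger gene, was higher (log2 fold change 3.09), and Pde6d and Aurkaip1 were lower (-1.51 and -1.19), with adjusted p = 0.040 for each from edgeR. DESeq2 called 48 genes. On simulated counts for this comparison with 200 genes changed, DESeq2 called 69 of 100 changed 2-fold and 98 of 100 changed 4-fold, with 83 false calls. That simulation does not tell how many of the 48 were false. Zfp180 also spread widely within the sham group, with 69.3, 12.4 and 10.2 CPM in sham 1, 2 and 3, against 59.2 ± 15.2 (SD, n = 3) with Laminaria and 6.94 ± 0.107 after ICH alone. No gene passed without any 1 library other than Laminaria 3, and without that one only Zfp180 did. Counting the real one, 2 of the 10 splits of these libraries called at least 3 genes, and 10 splits are too few for a share under 0.05. The other one, the split of ICH 1 with Laminaria 1 and 2 against ICH 2, ICH 3 and Laminaria 3, called 1049 genes, which points to a structure of the samples that does not follow the treatment.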

How the results depend on the processing

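DESeq2, its size factors, edgeR's own filter, the fit without mitochondrial, rRNA and pseudogenes, and the counts divided by the step between low counts were chosen after seeing the data. Leaving out 1 library, the genes changed between ICH and sham ranged from 0 to 2746 (0 without sham 1, ICH 2 or ICH 3, 2 without sham 2, 503 without sham 3 and 2746 without ICH 1), the complement genes higher from 0 to 17 and the lists called by fry from 0 to 26, against 24 with all libraries. Between 1686 and 1736 of the 1737 genes were still tested and kept their direction, where a gene no longer tested counts as not kept. The fry adjusted p ranged from 0.0081 to 0.092 for the complement system, 0.0084 to 0.092 for the classical pathway and 0.0084 to 0.092 for the alternative pathway. Fewer libraries leave fewer degrees of freedom. The ssGSEA difference in the lectin pathway ranged from -0.00433 to 0.0102 and was -8.08e-05 without sham 2. The other 3 ssGSEA differences stayed above 0 under each setting run. The exact permutation p was 0.1, or 0.25 with the block, the smallest these tests allow. With only genes of a mean FPKM of at least 0.5 ranked, the difference was 0.114 for the complement system instead of 0.0745. For the alternative pathway it was 0.298 instead of 0.166, and for the classical pathway 0.113 instead of 0.116. Against the 1737 genes, DESeq2 called 3547, and the other alternatives without a block or a left-out library called 1185 to 2146. Camera with a preset correlation called 30 lists, with adjusted p = 5.1e-14, 1.9e-11 and 2.8e-05 for the complement system, the classical and the alternative pathway. Camera with an estimated correlation called 0 lists (4846 genes had an unadjusted p under 0.05), with an adjusted p of 0.18 for the complement system and both pathways. The cause of these differences was not tested.

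For Laminaria-treated ICH against ICH, edgeR called 3 genes, 1 with all 9 libraries in one fit, which is none of these 3, 0 to 1 without 1 library, and DESeq2 48. Fry called 0 lists, and camera with a preset correlation 15. Samples with the same replicate number did not deviate together (correlations 0.12, -0.03 and 0.09 for ICH and sham, 0.05, -0.19 and 0.05 for Laminaria and ICH). With the number as a replicate block, 839 genes were called for ICH against sham and 0 for Laminaria.

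For the genes named in the text, 1060 values under alternatives set beforehand kept their direction and call, 138 lost the call and 28 gained it, and with 1 library left out 385, 404 and 16. Only C8g changed its sign, with values of 0.334 to -0.178 without 1 library and values of -0.029 with the block, -0.00581 with limma at a pseudocount of 0.1, -0.0907 with TPM, -0.145 with quantile normalization, and -0.0254 without sham 1, -0.102 without ICH 2 and -0.178 without ICH 3.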

Differences from the paper's values

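The paper's text gives no numbers for RNA levels, and its ssGSEA scale is not defined, so no pair of values is set side by side. The legend of Figure 1 marks the ssGSEA differences of the complement system and of the classical and alternative pathways as significant by Student's t-test. That test was not run here. The differences here had the same direction, and the exact permutation test gave p = 0.1 for each, the smallest it can give with 3 libraries against 3. Because this test cannot give a p under 0.05 here, its p does not speak against the significance in the paper.

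In Fig. 1A the column Sham1 has the highest colour for C1qa among the sham columns and Sham2 the lowest for C4b. In the deposited table C1qa was highest in sham 3, with 128 CPM against 66.0 in sham 1 and 71.3 in sham 2, and C4b was lowest in sham 1, with 31.3 against 58.3 and 73.9. For the ICH columns the figure and the table both place the lowest C1qa in ICH 1 (236 CPM). The order of sham columns does not enter the comparison of the groups.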

Other observations

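Microglial genes did not all move by the same amount after ICH. Of 16 genes that microglia express in disease, 14 rose, with a median log2 fold change of 2.05, led by Lyz2 (4.90), Clec7a (4.77), Gpnmb (4.25) and Spp1 (3.91). Of 11 genes of microglia at rest, 5 rose, with a median of 1.22, among them Olfml3 (1.84) and Cx3cr1 (1.57). The fry adjusted p was 0.024 and 0.037, and the adjusted p with an estimated correlation 0.18 and 0.19. Of 13 phagocytic receptor genes 9 rose, with Msr1 at 4.94, Cd36 at 4.49 and Fcgr2b at 3.48 (adjusted p = 0.024 from fry and 0.18 with an estimated correlation). Of 8 genes of monocytes and of macrophages from blood or borders, 5 rose (adjusted p = 0.029 from fry and 0.18 with an estimated correlation). Chil3 had no count in any sham library and was at least 105-fold higher after ICH, and Arg1 had a log2 fold change of 7.90. Other genes without a count in the sham group were Apoc2, at least 196-fold higher, Cd300lb, at least 73.8-fold higher, and Gm26920, at least 49.9-fold higher, a gene that overlaps the zinc finger genes Zfp566 and Zfp82. Further genes with the largest rises were Slfn4 (7.31), S100a8 (7.19), Mmp12 (6.82), Clec4d (6.70) and Mmp8 (6.19), each with few counts in the sham group. S100a8 stood at 0.413, 10.1 and 1.21 CPM in ICH 1, 2 and 3, and Slfn4 at 2.57, 14.9 and 2.63, and without ICH 2 both, and Mmp8, lay below the expression at which genes were tested. Without ICH 2 the log2 fold change was 7.07 for Arg1 and 6.17 for Mmp12, and Chil3 was at least 65.3-fold higher. Without sham 1 it was 4.17 for Clec7a, 4.34 for Msr1, 6.08 for Clec4d and 5.58 for Mmp8. Without sham 3 it was higher than with all libraries for Arg1 (8.76), Clec7a (5.79), Msr1 (5.91), Gpnmb (5.01), Spp1 (4.63), Mmp12 (7.88) and Clec4d (7.87).

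Few genes of the neuronal lists passed over all genes, and those that did were lower. Adjusted over the list alone, 10 of 15 synaptic, 8 of 12 neuronal and 8 of 13 striatal genes were lower. Over all genes, of 15 genes of synaptic transmission 3 fell and none rose, namely Shank3 (-0.87), Grin1 (-0.50) and Dlg4 (-0.48), with a median of -0.39 (adjusted p = 0.024 from fry and 0.18 with an estimated correlation). Of 12 neuronal genes 2 fell, Gad1 (-0.59) and Rbfox3, which encodes NeuN (-0.48), with adjusted p = 0.037 from fry and 0.21 with an estimated correlation. Of 13 genes of striatal medium spiny neurons 1, Tac1 (-0.89), fell (adjusted p = 0.083 from fry), and the list ranged from -1.34 to 0.51. The lowest value was that of Foxp1, which did not pass and had -0.645 without sham 3. None of 6 cortical and none of 8 thalamic neuron genes passed by edgeR, with medians of -0.72 and -0.55 (adjusted p = 0.081 and 0.11 from fry). None of 10 oligodendrocyte genes passed the test by edgeR, with a median of -0.09 (adjusted p = 0.84 from fry). Of 8 endothelial genes 2 rose, Cldn5 (1.11) and Pecam1 (0.82), and of 6 fibroblast genes 4 rose, among them Col3a1 (2.03) and Col1a1 (1.27), with an adjusted p of 0.024 from fry for each and 0.19 and 0.18 with an estimated correlation. Of 8 genes of choroid plexus and ependyma none passed by edgeR, with a median of 1.73 (adjusted p = 0.081 from fry), and for 5 of them the groups overlapped. Ttr was at 2954 ± 1587 CPM against 658 ± 567 (SD, n = 3 each). The genes that fell most were Zfp930 (-2.94), Vkorc1l1 (-2.82), Smco3 (-2.73) and Gm10644 (-2.58), followed by Hinfp (-1.73), Opn3 (-1.43), Thoc2 (-1.38), Larp4 (-1.37), Trim66 (-1.36) and Ryr1 (-1.35). Without ICH 3 the value of Vkorc1l1 was -3.89.

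The paper measures HO-1 by Western blotting and CD163 as a number of positive cells, in other samples and 7 days after ICH. At the RNA level 3 days after ICH, Hmox1, which encodes HO-1, was at 850 ± 220 CPM against 54.2 ± 60.9 in the sham group (SD, n = 3 each), a log2 fold change of 3.97 (adjusted p = 0.046 from edgeR). Sham 3 held 123 CPM against 7.78 and 31.6 in sham 1 and 2. Cd163 was at 2.81 ± 0.807 against 3.61 ± 0.573, a log2 fold change of -0.36 (adjusted p = 0.44 from edgeR). Hp, the haptoglobin gene, rose by 2.81 on the log2 scale. Of 14 genes of heme and iron handling 7 rose, among them Lcn2 and Slc11a1 (2.77), with adjusted p = 0.018 from fry and 0.18 with an estimated correlation. With 1 library left out Hmox1 passed only without sham 3, with a log2 fold change of 5.43, and Hp only without ICH 1, and without ICH 2 Hp had 1.79.

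In the Laminaria-treated ICH libraries C1qa, C1qb, C1qc, C3 and Itgam had log2 fold changes of -0.39, -0.35, -0.40, -0.78 and -0.16 against ICH. Each had an adjusted p = 0.95 from edgeR, and the groups overlapped for all 5. Without Laminaria 3 the value of C3 was -1.83. C1qa was at 255, 215 and 474 CPM in Laminaria 1, 2 and 3, labelled day 4, 5 and 6, and at 238, 528 and 471 in ICH 1, 2 and 3. These values were scaled within this comparison, so those of ICH differ slightly from the ones in the comparison with sham.

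A few genes carried many counts in 1 ICH library and none in the other 2 or in the sham libraries, chosen after their values were seen: Gm20431 had 4350 counts in ICH 1, and Csf3 and Ccl20 had 1490 and 1092 in ICH 2.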
